# Neonatal hyperoxia exposure leads to developmental programming of cardiovascular and renal disease in adult rats

**DOI:** 10.1038/s41598-024-65844-1

**Published:** 2024-07-20

**Authors:** Marissa J. DeFreitas, Elaine L. Shelton, Augusto F. Schmidt, Sydne Ballengee, Runxia Tian, PingPing Chen, Mayank Sharma, Amanda Levine, Emily Davidovic Katz, Claudia Rojas, Carolyn L. Abitbol, Juanita Hunter, Shathiyah Kulandavelu, Shu Wu, Karen C. Young, Merline Benny

**Keywords:** Cardiovascular diseases, Kidney diseases

## Abstract

Premature infants are often exposed to hyperoxia. However, there is limited data regarding the mechanistic underpinnings linking neonatal hyperoxia exposure and its contribution to cardio-renal dysfunction in adults born preterm. Our objective was to determine whether neonatal hyperoxia induces systemic vascular stiffness and cardio-renal dysfunction in adulthood. Newborn rats were randomly assigned to room air (RA) or hyperoxia (85% O_2_) from postnatal day 1 to 14, then recovered in RA until 1 year of life. Arterial stiffness, cardio-renal histomorphometry, and fibrosis in the aorta, heart, and kidney were assessed. RNA-sequencing (RNA-seq) of the aorta and kidney was also done. Adult rats exposed to neonatal hyperoxia had increased aortic and mesenteric artery stiffness as demonstrated by wire and pressure myography. They also had cardiomyocyte hypertrophy, glomerulomegaly, and tubular injury. Hyperoxia exposure altered the transcriptome profile associated with fibrosis and matrix remodeling in the aorta and kidney. There was also increased TGF-β1 levels and fibrosis in the aorta, left ventricle, and kidney. In conclusion, neonatal hyperoxia exposure was associated with systemic vascular and cardio-renal alterations in 1-year-old rats. Further studies to determine how targeted therapies could reprogram cardio-renal injury after neonatal hyperoxia exposure are indicated.

## Introduction

Preterm-born individuals have a reduced lifespan despite improved neonatal survival^1^. Developmental programming refers to the ability of early life exposures to induce long-term alterations in organ function. Preterm morbidities and neonatal exposures are known to contribute to cardiovascular and renal dysfunction in later life^2–4^. Prematurity induces persistent pathology in the vascular tree, heart, and kidney due to an abrupt cessation of organogenesis coupled with various postnatal insults^5^. Neonatal hyperoxia exposure has been shown in clinical and experimental studies to be associated with bronchopulmonary dysplasia, retinopathy of prematurity, and kidney injury^6,7^. We have previously described the short-term association of neonatal hyperoxia with increased vascular stiffness, cardio-pulmonary dysfunction and renal injury in juvenile rats^8,9^. The long-term impact of neonatal hyperoxia exposure-induced bronchopulmonary dysplasia and pulmonary hypertension and its progression to cardio-pulmonary dysfunction has been described in children^10^. Transcriptome analysis has enhanced the ability to determine potential epigenetic changes and mechanisms driving the negative impact of neonatal hyperoxia on lung development in preterm infants. This has allowed for targeted therapeutic studies which have shown progress in attenuating the toxic effects of hyperoxia exposure on future cardio-pulmonary outcomes in experimental models^9^.

Very few studies have documented the long-term co-existing biomechanical changes in the systemic vasculature and kidney after neonatal hyperoxia exposure^11,12^. To our knowledge, no prior study has explored the impact of neonatal hyperoxia exposure on adult aortic and kidney differential gene expression profiles that could help guide the development of targeted therapies to reduce the burden of cardiovascular and renal dysfunction after preterm birth. Long-term kidney outcomes after neonatal hyperoxia exposure are limited and outcomes in rodents have generated inconsistent results ranging from decreased nephron number and glomerulomegaly to the absence of any structural abnormalities^11,13,14^.

Given that more preterm survivors are entering adulthood, we aimed to investigate the long-term effects of neonatal hyperoxia on the vasculature, heart, and kidney using the hyperoxia rodent model of prematurity.

Our objective was to determine whether neonatal hyperoxia exposure induces changes in systemic vascular compliance leading to cardio-renal pathology in adult rats. We hypothesized that neonatal hyperoxia exposure would be associated with vascular stiffness, cardiovascular and renal damage. The aims of our study were to: (1) investigate the long-term effects of neonatal hyperoxia on vascular compliance, (2) study the effects of hyperoxia delivered at the time of active postnatal nephrogenesis on glomerular and tubular integrity in adulthood, (3) evaluate whether the administration of neonatal hyperoxia promotes cardiovascular and renal fibrosis, and (4) assess how neonatal hyperoxia exposure alters gene expression in the aorta and kidney in adulthood.

## Results

### Effect of neonatal hyperoxia on body weight and kidney weight of adult rats

Neonatal rats (n = 26) were exposed to RA (n = 13) or hyperoxia (n = 13) (85% O_2_) for 2 weeks. They were then recovered in RA until they were 1-year-old. There was a 38% mortality in the pups exposed to hyperoxia when compared to the control group. Therefore, at 1 year, 13 rats (6 female and 7 male) in the RA group and 8 rats (2 female and 6 male) in the hyperoxia group were evaluated. Bodyweight trended higher in the hyperoxia group but did not achieve significance (Males: 806 ± 102 g vs 912 ± 99 g; RA vs O_2_ groups and Females: 394 ± 47 g vs 417 ± 154 g; RA vs O_2_ groups). The kidney weight was not significantly different between the RA and hyperoxia groups (males: 1.7 ± 0.3 g vs 1.6 ± 0.4 g; RA vs O_2_ groups and females: 1.6 ± 0.3 g vs 1.0 ± 0.3 g; RA vs O_2_ groups). The kidney/body weight ratio trended lower in the hyperoxia group however did not achieve significance (males: 2.2 ± 0.6 vs 1.8 ± 0.4; RA vs O_2_ groups and females: 4.5 ± 1.5 vs 2.6 ± 0.1; RA vs O_2_ groups).

### Neonatal hyperoxia is associated with increased vascular stiffness in adult rats

Pressure and wire myography are invaluable tools for studying the biomechanical properties of the vasculature. Wire myography shows increased impulse stiffness, equilibrium stiffness and fail point in the hyperoxia-exposed aortic arteries even after recovery in RA for 1 year (Fig. 1 Left panel, A–C). Exposure of neonatal rats to 2 weeks of hyperoxia resulted in a decreased mesenteric artery distensibility on pressure myography in adult rats, as seen by the decreased change in the lumen diameter from the baseline lumen diameter upon applying pressure (Fig. 1 Right panel, D–G). These findings suggest that prolonged neonatal hyperoxia exposure during the critical period of vascular development increases vascular stiffness in adult rats.

**Figure 1:**
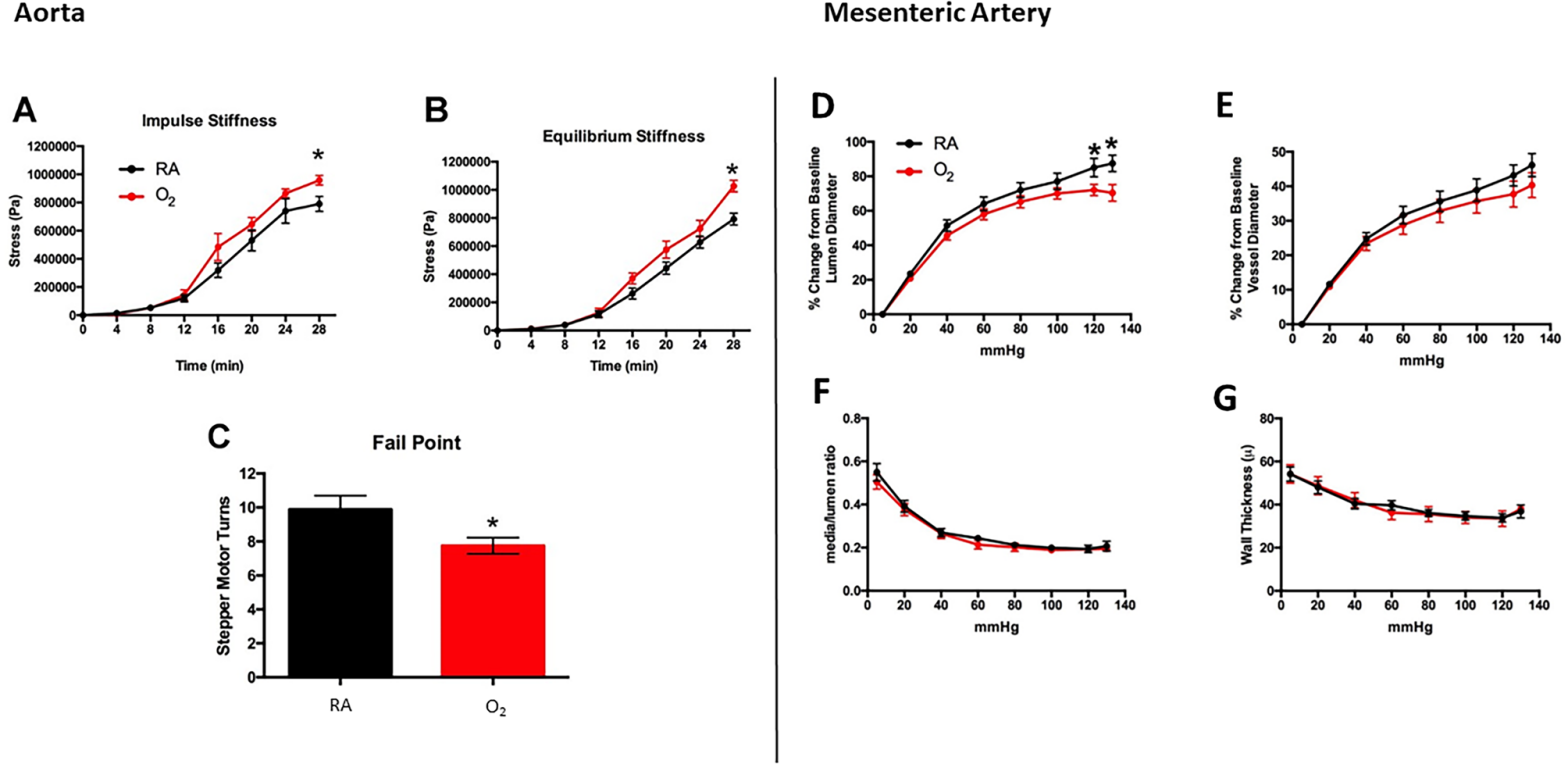
Neonatal hyperoxia is associated with systemic vascular stiffness in adult rats. Left panel showing assessment of vascular stiffness of the abdominal aorta in 1-year-old rats by wire myography. Neonatal hyperoxia increases (**A**) impulse stiffness (**B**) equilibrium stiffness and decreases (**C**) fail point in 1-year-old rats. n = 5–10/group. Right panel showing assessment of mesenteric arterial stiffness by pressure myography. (**D**) Neonatal hyperoxia exposed rats at 1 year had decreased change in lumen diameter from baseline. (**E**) Changes in baseline vessel diameter, (**F**) media/lumen ratio, and (**G**) vessel wall thickness were not different between the two group. n = 6–13/group. Data are mean ± SD; *p < 0.05; One way ANOVA for repeated measures with Bonferroni’s correction for multiple comparison were used for myography studies shown in A, B, D, E, F, and G. Unpaired, 2-tailed Student’s t-test was used for C. RA = room air; O_2_ = hyperoxia.

### Neonatal hyperoxia exposure is associated with cardiomyocyte hypertrophy, glomerulomegaly, and tubular injury in adult rats

Rats exposed to neonatal hyperoxia developed cardiac hypertrophy as indicated by a 1.4-fold increased cardiomyocyte cross-sectional area (CSA; 916 ± 196 μm^2^ vs 1295 ± 349 μm^2^; RA vs O_2,_ *p* = 0.02; Fig. 2A, B). In addition, rats exposed to neonatal hyperoxia developed glomerulomegaly at 1 year as indicated by a significantly increased glomerular area (14,030 ± 2414 μm^2^ vs 18,660 ± 2737 μm^2^; RA vs O_2_, *p* = 0.01; Fig. 2C, D). The number of glomeruli per group was not different (12.2 ± 2.3 vs 12.7 ± 2.6 glomeruli/hpf, RA vs O_2_, *p* = 0.6). In addition, hyperoxia was associated with higher tubular injury scores at 1 year (2.00 ± 1.05 vs 3.33 ± 1.21; RA vs O_2_, *p* = 0.04; Fig. 2E, F). The injury was noted mainly in the proximal tubules. In addition, urine albumin (1134 ± 378 mcg/ml vs 1767 ± 915 mcg/ml; RA vs O_2_, *p* = 0.06) and urine neutrophil gelatinase-associated lipocalin, NGAL (249 ± 135 ng/ml vs 370 ± 380 ng/ml; RA vs O_2_, *p* = 0.22) trended higher while urine cystatin C trended lower (1485 ± 379 ng/ml vs 1008 ± 687 ng/ml; RA vs O_2_, *p* = 0.07) in the hyperoxia exposed group at 1 year, but these did not achieve significance.

**Figure 2:**
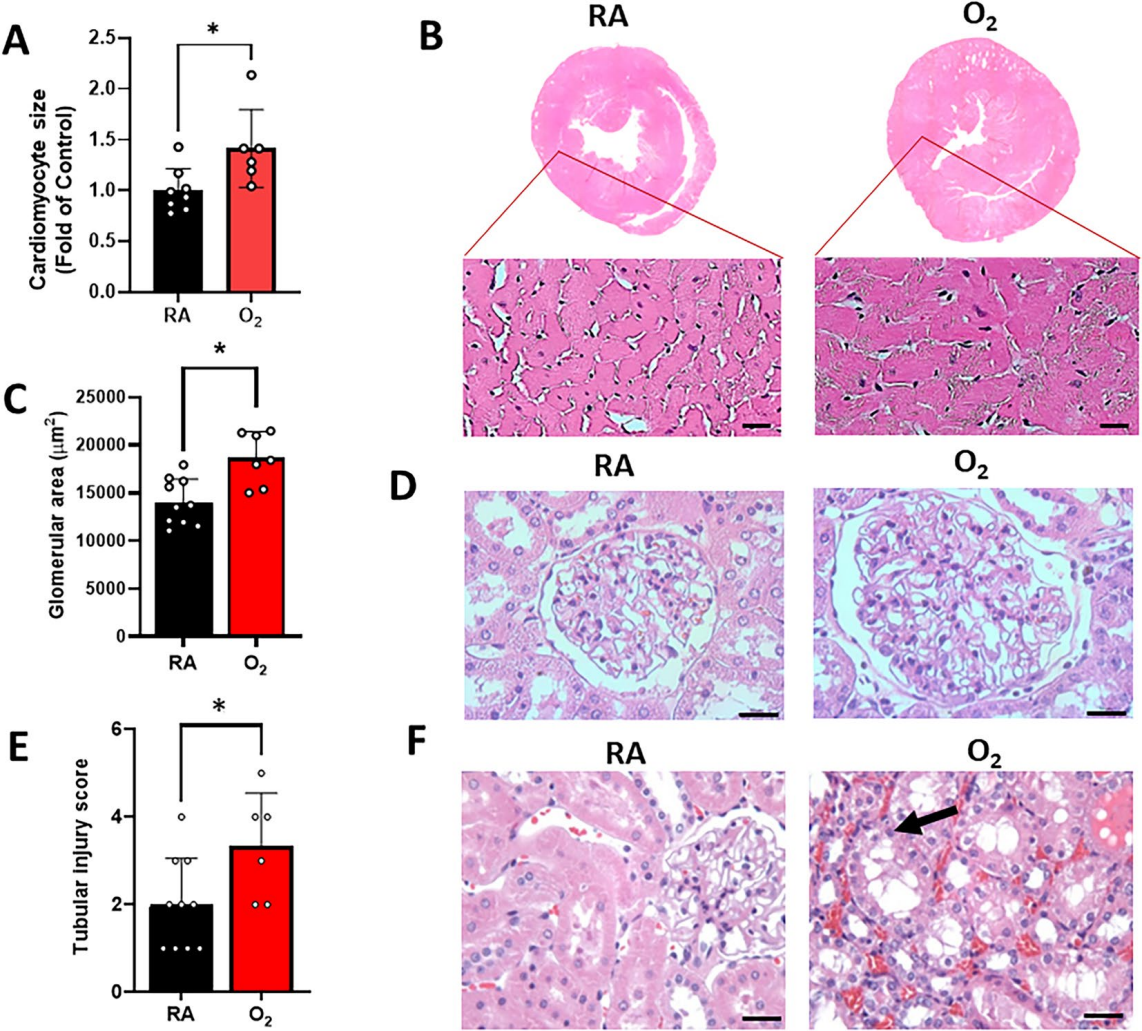
Neonatal hyperoxia exposure is associated with cardiomyocyte hypertrophy, glomerulomegaly, and tubular injury in adult rats. (**A**) Neonatal hyperoxia increased cardiomyocyte size at 1 year (p < 0.05; n = 6–8/group). (**B**) Hematoxylin and eosin-stained sections show cardiomyocyte hypertrophy after neonatal hyperoxia exposure (right) compared to RA (left) in 1-year-old rats. (**C**) Neonatal hyperoxia increased glomerular area (*p* < 0.05; n = 7–10/group). (**D**) Hematoxylin and eosin-stained kidney sections show glomerulomegaly after neonatal hyperoxia exposure (right) compared to RA (left). (**E**) Neonatal hyperoxia increased tubular injury scores (*p* < 0.05; n = 6–10/group). (**F**) Hematoxylin and eosin-stained kidney sections show tubular injury after neonatal hyperoxia exposure (right) compared to RA (left) in. Black arrow indicates vacuolization of tubular cell. Magnification is × 40. Scale bar is 50 μm. Data are mean ± SD; *p < 0.05 by unpaired, 2-tailed Student’s t-test; RA = room air; O_2_ = hyperoxia.

### Neonatal hyperoxia causes long-term changes in the aorta and kidney transcriptome

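RNA-seq measured polyA-selected RNA from the aorta and kidney of rats aged 1 year that had breathed room air (RA) or 85% oxygen for 2 weeks after birth. For the aorta, 4 RA and 4 hyperoxia-exposed animals were sequenced. The authors assigned the reads to rat transcripts of genome build rn6.0 with kallisto, summed them to genes with tximport, and deposited estimated counts by Ensembl gene identifier without normalization. The estimated counts were rounded to whole numbers for the tests. The RA aorta libraries held 33611534 to 47021612 counts (median 38120095) and the hyperoxia aorta libraries 68643302 to 83929106 (median 79059054). Every hyperoxia aorta library was deeper than every RA aorta library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow), so depth followed exposure in the aorta. Genes were kept by edgeR's filter on expression, libraries were scaled by TMM normalization, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at the paper's thresholds, a false discovery rate (FDR) under 0.1 and a fold change over 1.25. The paper names DESeq2, which was run as an alternative. The files do not pair gene identifiers with names, so genes are given by identifier.

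**Figure D1:**
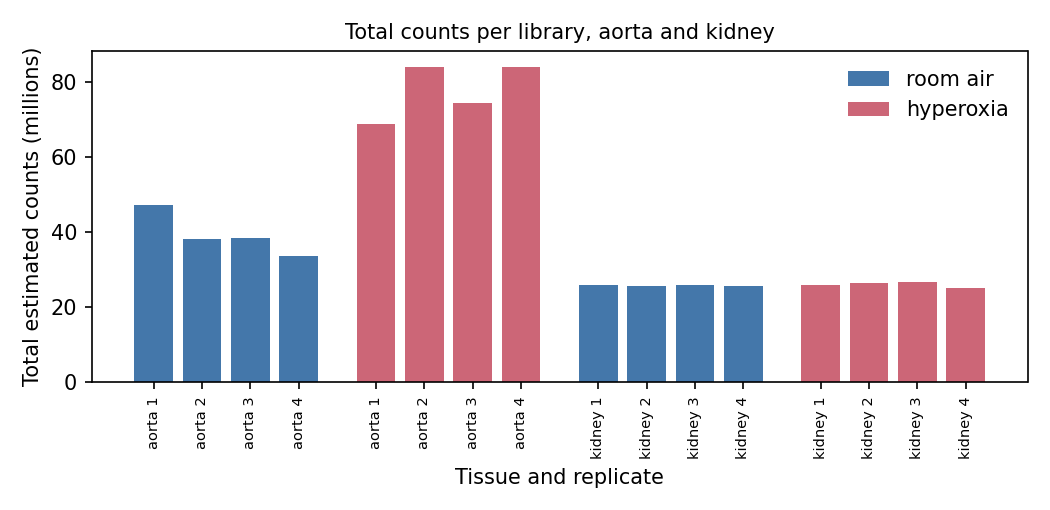
Total estimated counts in units of 1000000 (vertical axis) for each of the 16 libraries, by tissue and replicate (horizontal axis), with room air in blue and hyperoxia in red. The hyperoxia aorta libraries all lie above the RA aorta libraries, and the kidney libraries lie below all the aorta libraries.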

We used RNA-seq to identify signaling patterns altered by hyperoxia at 1 year. Hyperoxia resulted in changes to the aorta’s transcriptome with separation of RA and hyperoxia-exposed animals on principal component analysis (Fig. 3A). 

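In the aorta, exposure accounted for 16.7% of the variance between libraries in log2 counts scaled to 1000000 per library (log2 CPM), a share that other splits of the 8 libraries also reached (exact permutational analysis of variance over 35 splits, p = 0.229). The share moved most when RA replicate 4 was left out, to 25.0% (exact p = 0.0571), although any split of fewer libraries takes a larger share on average. In a principal component analysis, component 1 held 36.7% of the variance and did not separate the groups (two-sided exact permutation test, p = 0.371). Component 3, which the paper plots in Fig. 3A, held 13.1%, and all 4 RA animals lay on one side of all 4 hyperoxia-exposed animals (two-sided exact permutation test, p = 0.0286). With no filter on low counts, at least 10 counts in every library, the 500 most variable genes or genes scaled to unit variance, component 3 did not separate the groups (two-sided exact permutation tests, p = 0.0857, 0.4, 0.2 and 0.343). After Benjamini-Hochberg adjustment over the 8 components tested, 4 in each tissue, the exact p-value of component 3 was 0.229, the smallest adjusted value that a single separating component among the 8 can reach. RA aortas lay at mean distances of 108 to 129 from the others of their group and hyperoxia aortas at 83.7 to 89.2 from theirs.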

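In the aorta, the induced gene with the smallest p-value was ENSRNOG00000014448, at 3.47 ± 1.11 CPM in RA and 32.4 ± 8.43 CPM in hyperoxia (SD, n = 4 animals each). Its log2 fold change was 3.22 (standard error 0.27, FDR 0.00502 from edgeR's quasi-likelihood test). Leaving out each animal in turn kept the log2 fold change between 3.10 and 3.47. The suppressed gene with the smallest p-value was ENSRNOG00000060511, at 30.6 ± 11.3 CPM in RA and 6.48 ± 1.57 CPM in hyperoxia (SD, n = 4 each). Its log2 fold change was −2.24 (standard error 0.28, FDR 0.0999 from the same test). Its FDR rose to as much as 0.465 when one animal was left out. For both genes, no RA animal overlapped the hyperoxia-exposed animals.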

Volcano plot showed differential gene expression in the aortas of RA compared to hyperoxia-exposed 1-year-old rats (fold change > 1.25 and FDR < 0.1) (Fig. 3B). Hyperoxia differentially regulated 141 genes in the aorta, with 66 genes induced and 75 genes suppressed (Fig. 3C). 

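With edgeR's quasi-likelihood test, 3 genes passed both thresholds in the aorta, 2 induced and 1 suppressed, of 15086 tested. Before adjustment, 1394 genes had a p-value under 0.05. The test moved the count most: with DESeq2, 170 genes passed, 85 induced and 85 suppressed, and all 3 genes were among them. The median log2 fold change of the genes called by DESeq2 was 0.94 for the induced and −0.89 for the suppressed. Of these, 37 induced and 32 suppressed genes changed more than 2-fold. In simulated data with 194 changed genes among 14941, edgeR recovered 72.7% with 8.44% false calls, and DESeq2 recovered 75.3% with 28.8% false calls. Each simulated gene had the spread typical of its expression level, and every planted change was at least 2-fold. Most genes called by DESeq2 in the aorta changed less than 2-fold, so these rates may not hold for the real libraries. The paper carried the genes it called into an enrichment analysis. Its collagen and matrix terms came from the induced genes, and its circadian and ribosome terms from the suppressed genes. It concludes that hyperoxia induces transcriptional signaling for connective tissue and matrix in the aorta. Apart from the enrichment, it reports higher mRNA of fibrosis and matrix genes by qRT-PCR and more aortic fibrosis by trichrome staining.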

Gene set enrichment analysis for Gene Ontology terms and Kegg pathways^15,16^ on ToppCluster showed that genes induced by hyperoxia in the aorta were associated with “collagen fibril organization”, “extracellular matrix (ECM) organization”, and “aorta development” (Fig. 3C, D). Genes suppressed by hyperoxia were associated with “circadian regulation of gene expression”, “circadian rhythm”, and “cytosolic ribosome” (Fig. 3C, D). These findings show that hyperoxia induces transcriptional signaling controlling the connective tissue and extracellular matrix in the aorta.

**Figure 3:**
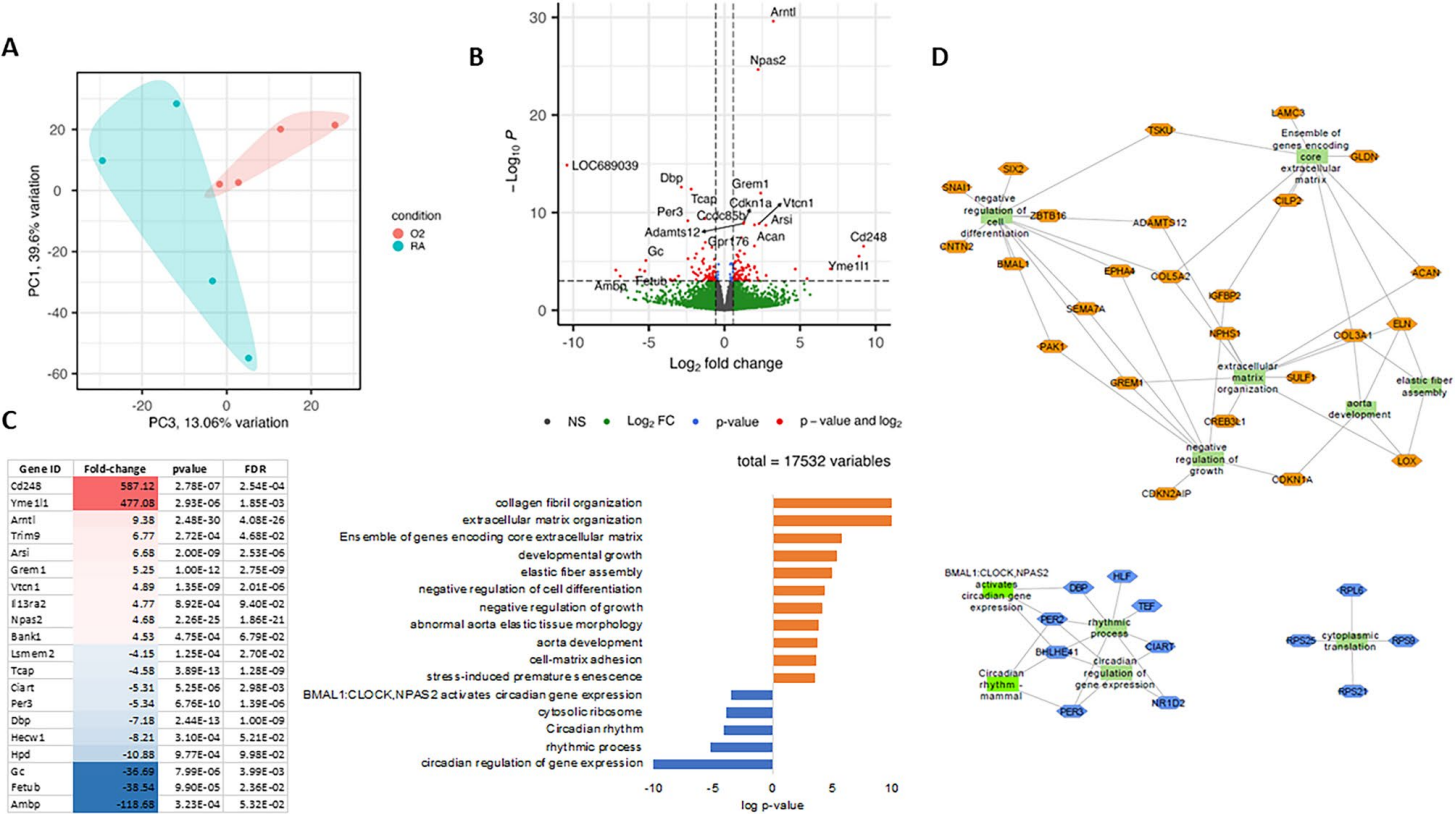
Neonatal hyperoxia exposure is associated with long-term transcriptional changes in adult rat aorta. (**A**) Neonatal hyperoxia resulted in persistent changes to the aorta’s transcriptome at 1 year with separation of RA and hyperoxia-exposed animals on principal component analysis. (**B**) Volcano plot showing differential gene expression in the aortas of RA-exposed compared to hyperoxia-exposed 1-year-old rats (fold change > 1.25 and FDR < 0.1). Red- significant. (**C, D**) Gene set enrichment analysis for Gene Ontology terms and Kegg pathways on ToppCluster showed that genes induced by hyperoxia in the aorta were associated with “collagen fibril organization”, “extracellular matrix organization”, “negative regulation of growth”, and “aorta development”. Genes suppressed by hyperoxia were associated with “circadian regulation of gene expression”, “circadian rhythm”, and “cytosolic ribosome”. n = 4/group, RA = room air; O_2_ = hyperoxia.

Similar to the aorta, hyperoxia resulted in persistent changes to the kidney transcriptome at 1 year (Fig. 4A). 

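Kidney RNA from 4 RA and 4 hyperoxia-exposed animals was sequenced and processed as for the aorta. The RA kidney libraries held 25527226 to 25868352 counts (median 25718754) and the hyperoxia kidney libraries 25031895 to 26521837 (median 26082980), and the groups did not differ in depth by more than chance (two-sided exact permutation test, p = 0.514). The paper removed one hyperoxia kidney as an outlier, and its text does not name that kidney. Its volcano plots print the number of genes they hold. A filter of at least 10 counts summed over the libraries, chosen after seeing the data among 3 filters, left 17532 genes in the aorta, the number printed in Fig. 3B. With that filter, leaving out hyperoxia replicate 2 left 17324 genes in the kidney, the number printed in Fig. 4B. Leaving out hyperoxia replicates 1, 3 and 4 left 17364, 17355 and 17258 genes. The values for the 7 kidneys without hyperoxia replicate 2 are given first on this inference, followed by those for all 8.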

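Over the 7 kidneys, exposure accounted for 21.7% of the variance between libraries (exact permutational analysis of variance over 35 splits, p = 0.171). Over all 8 kidneys, the share was 15.2% (exact p = 0.343). Any split of fewer libraries takes a larger share on average, so the shares over 7 and 8 kidneys are not on one scale. Component 1 held 35.7% of the variance over the 7 kidneys and did not separate the groups (two-sided exact permutation test, p = 0.429). Component 2 held 20.5% and had the RA and hyperoxia-exposed animals on opposite sides (two-sided exact permutation test, p = 0.0286, the smallest p the 7 kidneys allow). That p-value was not adjusted over components and takes no account of the removal, which the paper based on principal components. On component 2 of all 8 kidneys, replicate 2 scored 30.3, on the RA side (1.65 to 17.3). The other hyperoxia kidneys scored −44.9 to −3.34 there. Leaving out replicate 2 may therefore itself have produced the separation. Over all 8 kidneys, none of the first 4 components had the groups on opposite sides, and the smallest of their exact p-values was 0.229. With genes scaled to unit variance, component 3 of all 8 kidneys had the groups on opposite sides (two-sided exact permutation test, p = 0.0286).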

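In the kidney, no gene had an FDR under 0.1 in edgeR's quasi-likelihood test. The induced gene with the smallest p-value over all 8 kidneys was ENSRNOG00000032720. Over the 7 kidneys without hyperoxia replicate 2, it was at 0.461 ± 0.399 CPM in RA (SD, n = 4) and 12.3 ± 7.06 CPM in hyperoxia (SD, n = 3), with a log2 fold change of 4.73 (standard error 0.73, FDR 0.291 from edgeR). Hyperoxia replicate 2 had 16.9 CPM, and over all 8 kidneys the log2 fold change was 4.85 (standard error 0.68, FDR 0.950 from edgeR). The suppressed gene with the smallest p-value over all 8 kidneys was ENSRNOG00000021027. Over the 7 kidneys it was at 177 ± 27.2 CPM in RA (SD, n = 4) and 99.4 ± 20.1 CPM in hyperoxia (SD, n = 3), with a log2 fold change of −0.82 (standard error 0.16, FDR 0.322 from edgeR). Hyperoxia replicate 2 had 87.8 CPM, and over all 8 kidneys the log2 fold change was −0.87 (standard error 0.15, FDR 0.950 from edgeR). With DESeq2 over all 8 kidneys, the FDR was 2.75e-10 for the induced gene and 0.000546 for the suppressed gene. The RA and hyperoxia values of both genes did not overlap over the 7 or the 8 kidneys.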

Volcano plot showed differential gene expression in the kidneys of RA compared to hyperoxia-exposed 1-year-old rats (fold change > 1.25 and FDR < 0.1) (Fig. 4B). Hyperoxia differentially regulated 426 genes in the kidney, with 161 genes induced and 265 genes suppressed (Fig. 4C). 

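Over the 7 kidneys without hyperoxia replicate 2, 0 of 15187 genes passed the thresholds with edgeR's quasi-likelihood test, and 1474 had an unadjusted p-value under 0.05. With DESeq2 over the same 7 kidneys, which was added after seeing the data, 390 genes passed, 147 induced and 243 suppressed. On genes with at least 10 counts summed over the libraries, DESeq2 called 395, of which 151 were induced and 244 suppressed. Over all 8 kidneys, edgeR called 0 of 15069 genes, with 747 at an unadjusted p-value under 0.05, and DESeq2 called 23, of which 13 were induced and 10 suppressed. Among the 390 genes, the median log2 fold change was 0.68 for the induced and −0.84 for the suppressed, and 40 induced and 106 suppressed genes changed more than 2-fold. The paper carried the genes it called into an enrichment analysis. From the terms returned, it concludes that hyperoxia causes chronic changes in pathways of renal development, tied to nephron formation and connective tissue. Apart from the enrichment, it reports altered mRNA of kidney development and fibrosis genes by qRT-PCR and more kidney fibrosis by trichrome staining.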

Gene set enrichment analysis for Gene Ontology terms and Kegg pathways on ToppCluster showed that genes induced by hyperoxia were associated with “brush border” and “glutathione activity” and genes suppressed by hyperoxia were associated with “kidney development”, “connective tissue development”, and “BMP signaling pathway”. (Fig. 4C). Genes associated with the most relevant terms are shown in the network plot (Fig. 4D) and show upregulation of matrix metalloproteinase 7 (MMP-7) involved in ECM deposition. These findings show that hyperoxia causes chronic changes in renal developmental pathways associated with nephron formation and connective tissue development.

**Figure 4:**
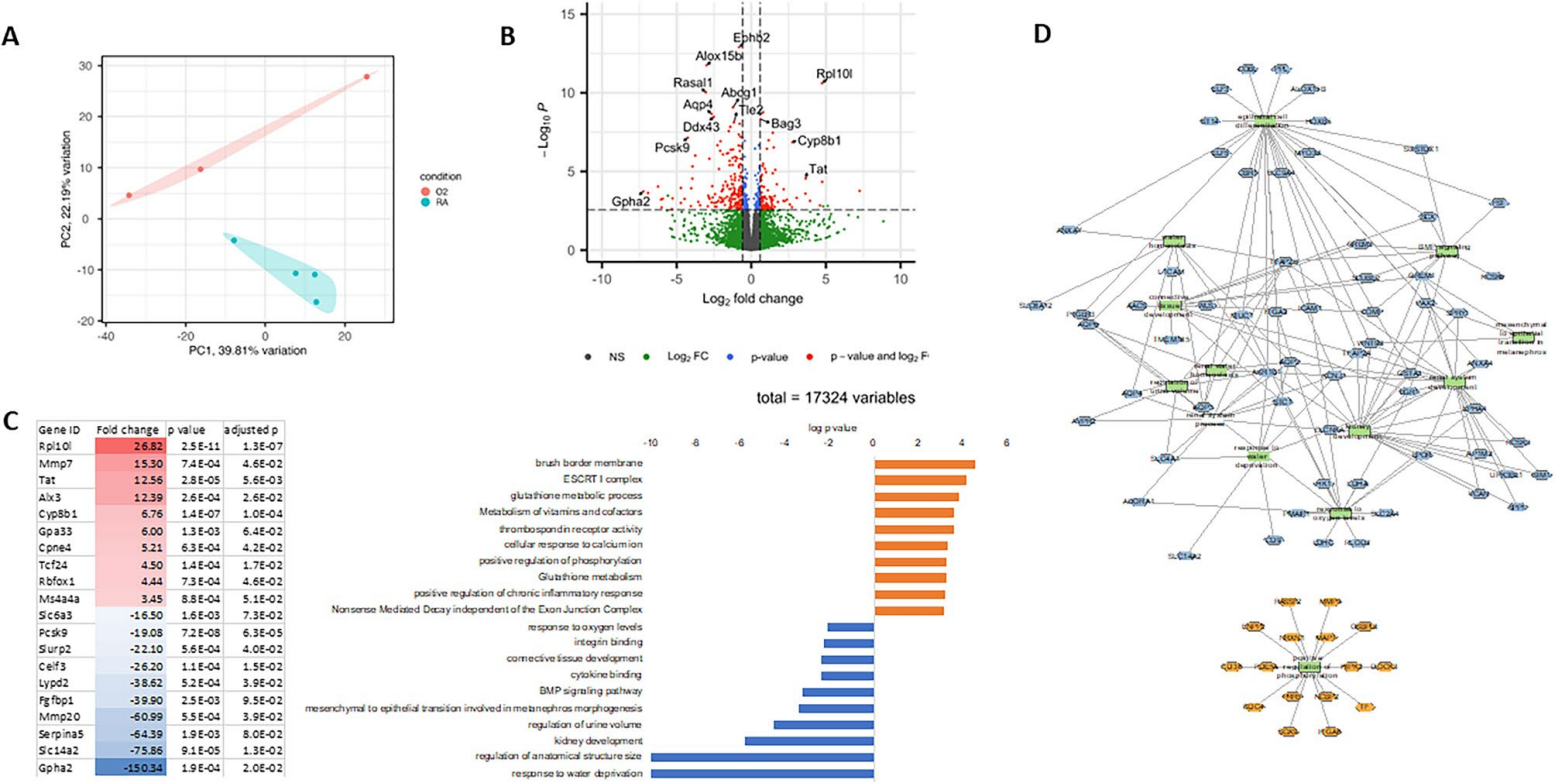
Neonatal hyperoxia exposure is associated with long-term transcriptional changes in the adult rat kidney. (**A**) Neonatal hyperoxia resulted in persistent changes to the kidney transcriptome at 1 year with clear separation of RA and hyperoxia-exposed animals by principal component analysis. (**B**) Volcano plot showing differential gene expression in the kidneys of RA-exposed compared to hyperoxia-exposed 1-year-old rats (fold change > 1.25 and FDR < 0.1). Red- significant. (**C, D**) Gene set enrichment analysis for Gene Ontology terms and Kegg pathways on ToppCluster showed that genes induced by hyperoxia were associated with “brush border” and “glutathione activity” and genes suppressed by hyperoxia were associated with “kidney development”, “connective tissue development”, “sodium ion transport”, “BMP signaling pathway”, “mesenchymal to epithelial transition involved in metanephros development” and “response to water deprivation”. Genes associated with the most relevant terms are shown in the network plot. n = 3–4/group, RA = room air; O_2_ = hyperoxia.

In addition, we performed qRT-PCR to verify select genes differentially regulated by hyperoxia. Neonatal hyperoxia was associated with increased mRNA expression of several genes involved in fibrosis, ECM organization and circadian rhythm such as CD248 (endosialin), collagen type 3 alpha 1 chain (COL3A1), aryl hydrocarbon receptor nuclear translocator-like protein 1 (Arntl), and YME1 like 1 ATPase (Yme1l1) in the aortas of 1-year-old-rats (Fig. 5A–D). CD248, a transmembrane glycoprotein that is expressed on fibroblasts and pericytes during tissue development, inflammation, and neovascularization, was the most differentially expressed gene between the RA and hyperoxia-exposed rat aortas at 1 year^17^. Neonatal hyperoxia was associated with altered mRNA expression of several genes involved in kidney development and fibrosis including matrix metallopeptidase (MMP7), paired box homeotic gene 2 (PAX2), wingless-type MMTV integration site family member 9B (WNT9B), and cytochrome P450 family 8 subfamily B member 1 (cyp8b1) at 1 year of age (Fig. 5E–H).

**Figure 5:**
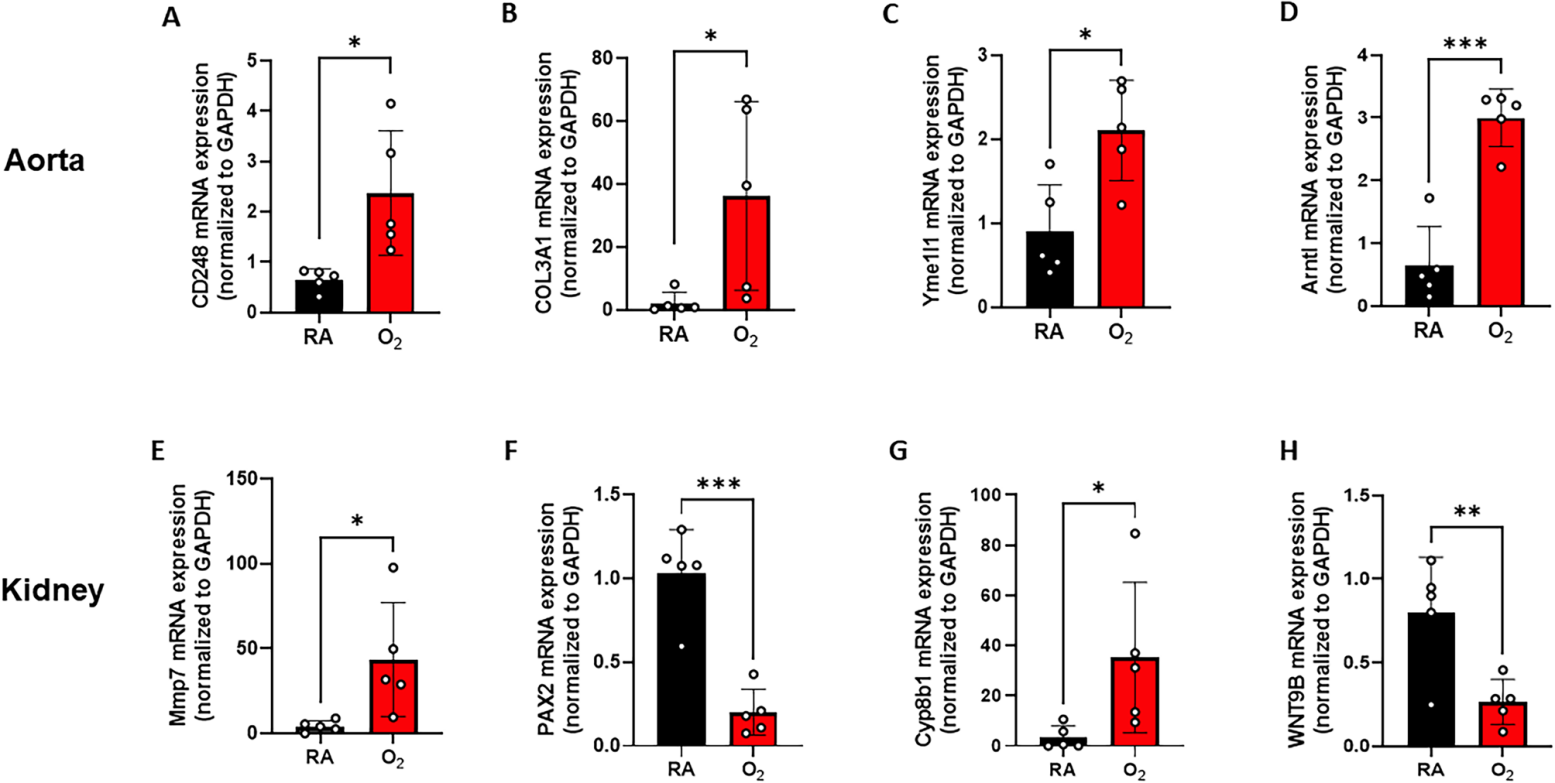
qRT-PCR validation of differentially regulated genes in the aorta and kidney of neonatal room air and hyperoxia exposed 1 year old rats. In the aortas of 1 year old rats, neonatal hyperoxia upregulated gene expressions of (**A**) CD248, (**B**) COL3A1**, **(**C**) Yme1l1, (**D**) Arntl. Hyperoxia upregulated gene expressions of (**E**) MMP7, (**F**) PAX2, (**G**) Cyp8b1, (**H**) WNT9B in the kidney of 1 year old rats. n = 5/group. Data are mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001 by unpaired, 2-tailed Student’s t-test; RA = room air; O_2_ = hyperoxia.

### Neonatal hyperoxia induces cardiac and renal fibrosis in adult rats

Since fibrosis promotes vascular stiffness and cardio-renal dysfunction, we assessed histologic markers of fibrosis and pro-fibrotic protein expression in the heart, aorta, and kidney of adult rats. The densitometric quantitative analysis using Image J software of Masson’s Trichrome stain revealed a significant increase in fibrosis in the aorta (Fig. 6A, B), heart (Fig. 6C, D), and kidney (in both the glomerular and tubular compartments) (Fig. 6G, H) of 1-year-old rats exposed to neonatal hyperoxia. TGF-β1 is a master regulator of fibrosis, implicated in cardio-renal fibrogenesis promoting organ fibrosis through fibroblast proliferation, collagen synthesis and ECM remodeling^18^. Moreover, hyperoxia-exposed adult rats had increased protein expression of TGF-β1 and TGF-β2 in the left ventricle (Fig. 6E, F) and increased TGF-β1 in the kidney (Fig. 6I, J). Taken together, these findings suggest that fibrosis plays a vital role in cardio-renal remodeling after neonatal hyperoxia exposure.

**Figure 6:**
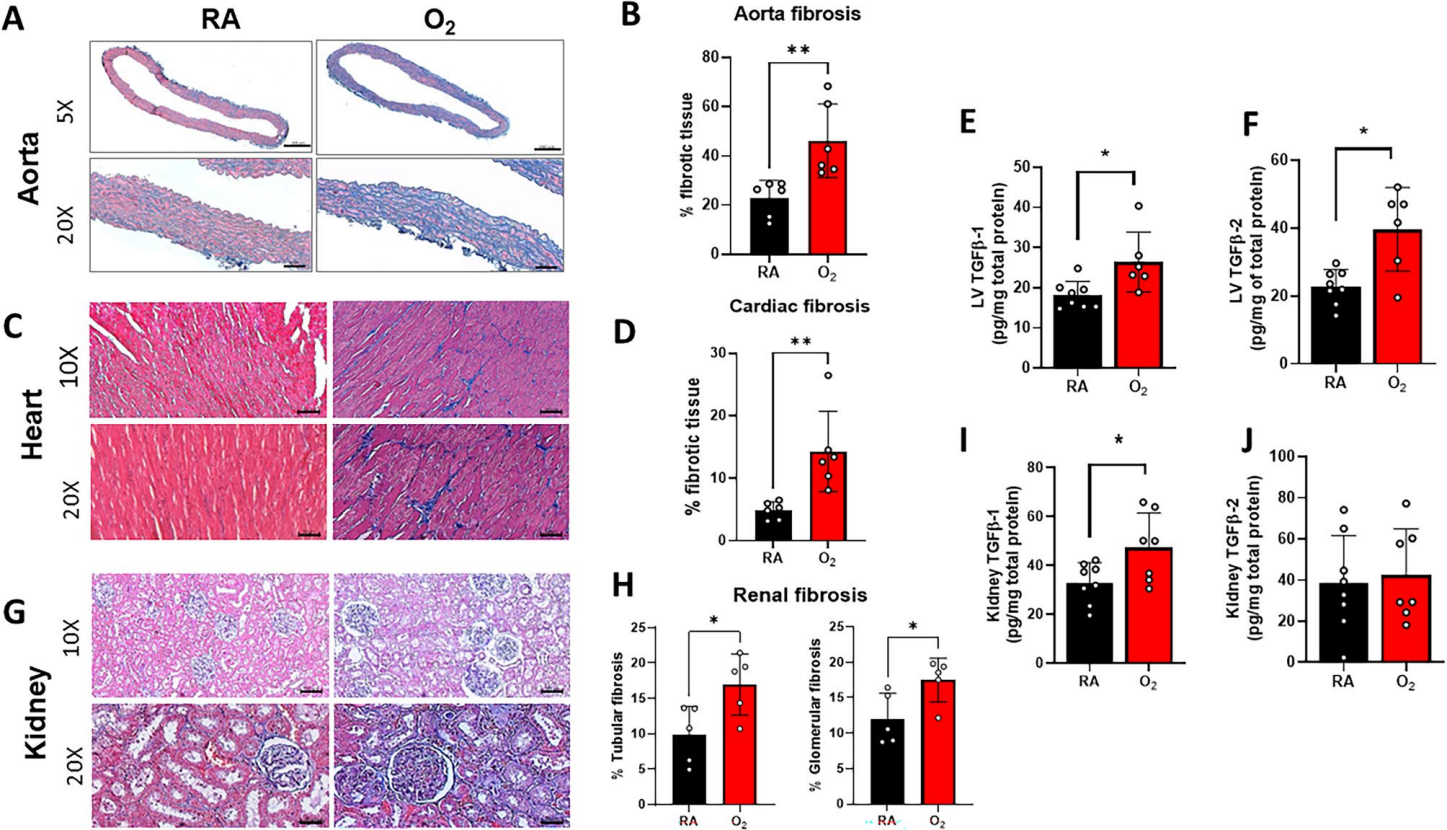
Neonatal hyperoxia increases markers of fibrosis in left ventricle and kidney of adult rats. Masson’s Trichrome staining and fibrosis quantification of **(A, B)** aorta (upper panels, scale bar = 200 µm, 5X magnification, lower panels, scale bar = 50 µm, 20× magnification) **(C, D)** heart (upper panels, scale bar = 100 µm, 10X magnification, lower panels, scale bar = 50 µm, 20× magnification) and (**G, H**) kidney sections (upper panels, scale bar = 100 µm, 10× magnification, lower panels, scale bar = 50 µm, 20× magnification) demonstrating increased fibrosis in the hyperoxia exposed rats by qualitative collagen staining (blue) as well as by quantitative densiometric analysis using ImageJ. n = 5–6/group. Multiplex protein analysis of tissue homogenate showed increased (**E**) TGF-β1 and (**F**) TGF-β2 in the left ventricle and increased (**I**) TGF-β1 and no difference in (**J**) TGF-β2 in the kidney of adult rats exposed to neonatal hyperoxia. n = 6–8/group. Data are mean ± SD; *p < 0.05, **p < 0.01 by unpaired, 2-tailed Student’s t-test; RA = room air; O_2_ = hyperoxia.

## Discussion

Adults born preterm have an increased risk of vascular stiffness, renal and cardiovascular morbidities^19–21^. Premature infants are routinely exposed to hyperoxia, which is known to contribute to the developmental programming of these adult-onset diseases^7^. Our current study demonstrates that neonatal hyperoxia exposure is associated with increased vascular stiffness in the aorta and mesenteric artery in adult rats accompanied by cardiomyocyte hypertrophy, glomerulomegaly and tubular injury. In addition, there were long-term gene transcriptional changes both in the aorta and kidney, which may be a result of modulation of gene expression induced by the early hyperoxia exposure. These findings were accompanied by increased TGF-β1 expression and associated fibrosis in the left ventricle, aorta, and kidney. To our knowledge, the current study is the first to evaluate vascular stiffness, renal injury, and cardio-renal fibrosis including transcriptional changes following neonatal hyperoxia exposure in a rat model at 1 year of age. These findings have important implications suggesting that prolonged hyperoxia exposure induces long-term cardio-renal dysfunction in preterm survivors by altering gene expression profiles that favor fibrosis.

The neonatal hyperoxia rat model is a well-recognized model of several preterm birth-related conditions^22–24^. Exposure to hyperoxia in the immediate postnatal period in rodents is an established model of bronchopulmonary dysplasia, a condition unique to preterm-born infants^25^. Rodents, unlike humans, undergo postnatal organogenesis for approximately 10–14 days during normal development^26^. Human preterm birth occurs between 22 and 36 weeks of gestation during a period of active organogenesis that is ongoing, albeit for a finite period in the postnatal environment^27,28^. Hence, rodent models provide the ability to test the impact of hyperoxia during ongoing renal and cardiovascular development as experienced by preterm infants. Considering the developmental programming of disease construct has linked hypertension, vascular dysfunction, and impaired renal function in adults born preterm, this experimental model has been utilized to examine the long-term consequences of neonatal oxidative injury of preterm born individuals^11^.

Neonatal hyperoxia has been shown to induce aortic biomechanical changes and cardiac dysfunction in juvenile rats at 6 weeks of age^29^. Here we extended the rodent model to 1 year, roughly equivalent to 35 human years^30^, to study the long-term effects of neonatal hyperoxia exposure and its impact on the systemic vasculature, heart, and kidney. Vascular dysfunction is a well-recognized consequence of preterm birth with effects into adulthood^31–33^. Preterm birth may disrupt or prematurely arrest the development of the vasculature, impacting the vessel structure^31^. Here, we examined the biomechanical alterations both in a large elastic artery, aorta, and in a small resistance artery, mesenteric artery. Pressure myography revealed that rats exposed to neonatal hyperoxia had decreased change from baseline mesenteric lumen diameter as pressure increased. This decrease in mesenteric artery distensibility in hyperoxia-exposed vessels is likely due to alterations in ECM composition rather than changes in medial wall thickness, as there was no change in media-to-lumen ratio or wall thickness compared to RA vessels. In addition, wire myography of the aortic artery also confirmed the increased stiffness and vessel fragility in the hyperoxia-exposed rats. The findings of our current study corroborate those of Mivelaz et al. who demonstrated increased pulse wave velocity in 6 and 9 month-old-rats exposed to 80% hyperoxia from postnatal day 3–10^34^. Importantly, the changes in vessel mechanical properties we observed persisted after a yearlong recovery in RA.

We further investigated the potential mechanism for this vascular stiffness by studying the long-term signaling effects of hyperoxia on the aorta. Neonatal hyperoxia induced persistent transcriptional signaling controlling the connective tissue and extracellular matrix in the aorta, such as “collagen fibril organization”, “ECM organization”, “elastic fiber assembly”, and “aorta development”. The vessel wall is comprised of ECM proteins, including collagen, elastin, glycoproteins, and proteoglycans^32^. Arterial wall stiffness is regulated by factors inherent to the structural composition of the wall, including collagen fibers, elastin fibers, and smooth muscle cells. With the aging of conduit arteries such as the aorta, there is an increase in vascular stiffness due to the alterations in the ECM structure leading to an imbalance between collagen and elastin^32,35^. When thinning and fragmentation of the elastin laminae occur, the mechanical load is transferred to collagen fibers, which are 100–1000 times stiffer than elastic fibers^35^. In the current study, we also found CD 248 (endosialin) to be most differentially expressed between the neonatal RA and hyperoxia-exposed rats at 1 year. During tissue remodeling, CD 248 is associated with proliferation of stromal cells and migration^36^. The upregulation of pathways involved in collagen fibril formation and ECM organization together with the differential expression of CD 248 and stromal cell proliferation in the hyperoxia-exposed rat aorta, supports the concept that neonatal hyperoxia exposure increases vascular stiffness into adulthood.

We found that hyperoxia exposure during ongoing nephrogenesis was associated with glomerulomegaly, tubular injury, renal fibrosis and increased renal TGF-β1 expression in adult rats. In humans, nephrogenesis is typically complete by 36 weeks of gestation; hence, preterm infants born between 22 and 37 weeks gestational age are born with a nephron deficit^19^. Postnatal nephrogenesis in humans occurs for a limited duration and results in the formation of aberrant nephrons^27,37^. In experimental models, hyperoxia is known to limit the potential for normal postnatal nephron formation^7^ and has been shown to induce glomerular and tubular injury in the short term^8,13,38–40^. Jiang et al. showed that neonatal hyperoxia exposure (95% for 1 week followed by 2 weeks of 60%) resulted in short-term renal fibrosis in rats at postnatal day 7 and 21 and was associated with increased total collagen content^39^. Yzydorczyk et al. found that neonatal hyperoxia led to increased blood pressure, vascular dysfunction, microvascular rarefaction, and a 25% reduction of nephron number in adult rats aged 15–35 weeks^11^. However, similar to our study, other studies have not found any significant differences in nephron number^13,14,38^. The inconsistent findings related to outcomes after hyperoxia exposure during nephrogenesis may be secondary to differences in hyperoxia concentration and duration. In addition, it is possible that the mechanism of glomerulomegaly as a sign of injury is independent of decreased nephron number but still represents a state of hyperfiltration, which is associated with long-term risk of chronic kidney disease^41,42^. Urine biomarkers have been studied in preterm infants as an early indication of kidney dysfunction^43,44^. Urine biomarker profiles follow developmental changes with advancing chronological and postmenstrual age that are important when distinguishing kidney injury among preterm infants^43^. In this study, urine albumin and NGAL trended higher in the 1-year rats exposed to neonatal hyperoxia, which is consistent with other studies, however this was not statistically significant.

We found that hyperoxia exposure during nephrogenesis was associated with increased renal fibrosis markers in adulthood, including elevated TGF-β1 kidney expression, upregulation of MMP-7 and MMP-9 and downregulation of genes involved in the antifibrotic BMP signaling pathway. MMPs are proteolytic enzymes involved in ECM deposition, inflammation, vascular damage, and apoptosis^45,46^. MMP-7 and MMP-9 are associated with a profibrotic effect and are protective against renal fibrosis after unilateral ureteral obstruction^47^. Neonatal hyperoxia exposure also downregulated, BMP signaling at 1 year. BMP-7 is highly expressed in the kidney and is essential for kidney development^48,49^. There was a persistent downregulation of key kidney development genes, including PAX2 and WNT9B, in adult rats after neonatal hyperoxia exposure. Cwiek et al. showed that mice delivered preterm under normoxic conditions underwent premature cessation of nephrogenesis, resulting in a lower glomerular density and premature differentiation of nephron progenitor cells^50^. Moreover, reduced PAX2 levels were evidenced in a unilateral nephrectomy rat model during nephrogenesis^51^. It is possible that hyperoxia exposure during nephrogenesis further impairs nephron progenitor differentiation by downregulating genes that are critical for kidney development. Importantly, the alterations in renal developmental genes induced by the hyperoxia exposure seem to have persistent implications into adulthood, lending towards renal injury and fibrosis.

Clinical studies have demonstrated altered cardiac structure, including hypertrophy and cardiac dysfunction in adults born preterm^52–54^. These reported increases in LV mass in adults born preterm is concerning given that LV hypertrophy is a major independent predictor for cardiovascular disease^55,56^. Consistent with these clinical studies, our study has shown evidence of cardiomyocyte hypertrophy in adult rats after neonatal hyperoxia exposure.

Fibrosis is a unifying factor in the cardio-renal pathology continuum and is a consequence of inflammation and oxidative stress-related endothelial dysfunction in aging, hypertension, and ischemia^57^. Clinical studies in young adults born preterm using cardiac MRI and echocardiography have shown that prematurity is associated with myocardial fibrosis ^58,59^. Our current study defines a parallel increase in fibrosis in the heart, aorta, and kidney in adult rats exposed to neonatal hyperoxia. Here we confirm previous reports in rodent models that show early postnatal hyperoxia exposure leads to cardio-renal fibrosis^9,12,29^. Neonatal hyperoxia exposure is known to induce oxidative stress^7^. This stress could be accentuated in the setting of suboptimal antioxidant defenses in preterm infants. Interestingly, in the current study the kidney RNA-sequencing analysis, showed upregulation of glutathione gene expression, an antioxidant marker, in the adult rats exposed to neonatal hyperoxia. It is known that renal redox signaling during the transition from acute to chronic kidney injury is a complex and dynamic process in which both oxidative and antioxidative mechanisms are activated^60^. The evolution of markers of oxidative stress and antioxidant capacity from the neonatal to adult stage requires future investigation which was beyond the scope of the current study. While the exact pathogenesis of vascular stiffness and renal impairment seen in adults exposed to neonatal hyperoxia is unclear, with increased release of reactive oxygen species, proapoptotic pathways are activated and inflammatory cells are released^61^. Activated inflammatory cells release proinflammatory cytokines and growth factors which stimulate fibroblast proliferation and matrix remodeling. Together these events are speculated to give rise to neonatal hyperoxia-induced vascular stiffness and renal impairment^62^.

The strengths of the current study include the long-term follow up of the animals for 1 year. In addition, our study is strengthened by using both large elastic and small resistance arteries in assessments of vessel integrity and mechanical properties. Moreover, this is the first report of differential gene expression profiles in adult vasculature and kidney after neonatal hyperoxia exposure, which may provide important information to guide the development of therapeutic targets to reduce the burden of cardiovascular and renal dysfunction after preterm birth. Our study, however, has certain limitations. The phenotype observed in the neonatal hyperoxia rat model is severe and may amplify the disease evidenced in premature infants. The mortality in the hyperoxia group was high and we speculate that this was related to either cardiovascular or chronic lung disease as suggested by both experimental and clinical studies^9,24,29,63^. We however chose 2 weeks of oxygen exposure in neonatal rats as it represents an equivalent stage of human development from 24 to 38 weeks gestational age and would represent an infant population needing prolonged oxygen support^64^. In addition, the neonatal hyperoxia model does not fully encompass the multiple maternal and neonatal risk factors associated with prematurity and may not comprehensively reflect the disease evidenced in many preterm survivors. We were not able to assess the blood pressure, heart weight, or renal function in these 1-year-old rats. We were unable to evaluate sex differences due to the small sample size. In addition, because we sought to evaluate long term sequelae of neonatal hyperoxia exposure we did not assess our outcomes in younger rats as this was outside the scope of the current study. Future studies to investigate the impact of hyperoxia exposure on short- and long-term outcomes related to oxidative stress signaling and its relationship with the development of hypertension, cardio-renal fibrosis, and renovascular remodeling will be important.

In conclusion, our study demonstrates the commonality of matrix remodeling and fibrosis in the aorta, heart, and kidney and more importantly, reveals key etiology-specific signatures in adult rats exposed to neonatal hyperoxia. These findings suggest that transcriptome signatures may distinguish vascular stiffness, shedding light on underlying biological changes after neonatal hyperoxia-induced vascular remodeling. We also provide further evidence for the long-term relevance of early life events on developmental programming of the cardio-renal systems. We have elaborated on our knowledge of the contributors to vascular stiffness and cardio-renal dysfunction in survivors of preterm birth who were exposed to hyperoxia therapy in the neonatal period. Though the impact of adverse perinatal environmental exposures may not be evident until additional risk factors are introduced during the lifespan, understanding the long-term consequences of neonatal hyperoxia exposure could provide novel approaches to the development of interventional strategies to mitigate the burden of cardio-renal dysfunction after preterm birth.

## Materials and methods

### Ethics statement

The protocol was approved by the Animal Care and Use Committee at the University of Miami Miller School of Medicine (#17-136). We performed this study in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The study is reported in accordance with the ARRIVE guidelines. All surgery was performed under isoflurane anesthesia, and every effort was made to minimize suffering.

### Experimental model

Pregnant Sprague–Dawley rats were obtained from Charles River Laboratories (Wilmington, MA) and were housed with food and water available ad libitum at constant temperature (25° C) under 12:12 light/dark cycle. Rat pups (N = 26, postnatal day 1) were randomized to room air (RA; n = 13) or hyperoxia (85% O_2_; n = 13) for 2 weeks. They were then recovered in RA until they were 1-year-old. During the hyperoxia exposure, the pups were housed in a plexiglass chamber with continuous hyperoxia exposure and monitoring that was briefly interrupted for animal care (< 10 min/day). Mothers were rotated every 48 h between RA and hyperoxia chambers to prevent lung damage. At the time of sacrifice, body weight and kidney weight were recorded.

### Ex-vivo mesenteric artery stiffness- pressure myography

Mesenteric artery was isolated from 1-year-old rats via microdissection. Mesenteric arteries were evaluated via pressure myography by person blinded to the groups. Arteries were mounted on glass pipet tips in microvessel perfusion chambers as previously reported^65,66^. Chambers were placed on inverted microscopes equipped with a digital image capture system (IonOptix) to measure the inner lumen diameter and outer vessel wall diameter. Vessels were warmed to 37 °C, pressurized to 5 mmHg using a column of Krebs buffer, and allowed to equilibrate (30 min). Intraluminal pressure was increased by raising the column of Krebs buffer in a stepwise manner. Changes in diameter were allowed to plateau (20 min) before pressure was increased. Average vessel wall thickness was calculated by dividing the difference of the inner and outer diameters by 2. Krebs buffer recipe used was 109 mM NaCl, 4.7 mM KCl, 2.5 mM CaCl_2_, 0.9 mM MgSO_4_, 1 mM KH_2_PO_4_, 11.1 mM glucose, and 34 mM NaHCO_3_; titrated to pH 7.3.

### Ex-vivo aortic stiffness- wire myography

The abdominal aorta was used for stress testing using a Radnoti organ bath system as previously reported^67^. Arteries were suspended on stainless steel triangular hooks, one of which was connected to a force transducer and mechanical stepper motor while the other was anchored to a glass rod at the base of the tissue bath. Vessels were submerged in Krebs buffer warmed to 37 °C and placed under 0.5 g tension for 30 min to equilibrate. The tension (g) in each vessel sample was measured continuously using PowerLab/8 SP (ADInstruments) hardware and analyzed with LabChart 7 Pro software (ADInstruments). Every four minutes, the stepper motor rotated 0.1 mm/s for a total of 10 s (1 mm displacement) resulting in the hooks being pulled apart. This protocol was repeated until tissue failure. The number of stepper motor turns required to reach tissue failure was recorded. The impulse stiffness (stress immediately after stepper motor rotation) and equilibrium stiffness (stress immediately prior to the next motor rotation) was calculated using the following formulas:

$${\text{Stress}}\left( {{\text{Pa}}} \right)\, = \,{\text{force}}/{\text{area}}$$

$${\text{force }} = {\text{ measured}}\;{\text{tension}}*{\text{acceleration}}\;{\text{of}}\;{\text{gravity}}$$

$${\text{area}} = {\text{the}}\;{\text{length}}\;{\text{of}}\;{\text{the}}\;{\text{vessel}}*{\text{wall}}\;{\text{thickness}}*{2}$$

### Renal histology

Kidneys were harvested at 1 year, fixed in formaldehyde and paraffin-embedded. Serial 5 µm sections (in the coronal plane) were stained with hematoxylin and eosin (H&E) and examined by light microscopy. Multiple digital microphotographs (10–15) were taken for each section at 2.5× and 40× magnification to assess glomerular area and tubular injury scoring^39^. Glomerular number was estimated by counting the total number of cortical glomeruli per high power field (hpf; 5X) from 10 sections of a longitudinal cross-section per animal and averages reported.

### Glomerular measures

In the 40× field of view, ten mature glomeruli were selected at random for histomorphometry. Using Image J analysis software, the boundary of the Bowman’s capsule of each glomerulus (10 per kidney) and the average glomerular cross-sectional area were determined by a nephrologist blinded to the treatment group and trained on use of the software program as previously described.

### Tubular injury score

A pathologist blinded to the treatment group examined at least 40 cortical fields at 100× magnification. Tubular injury was defined by any of the following features: tubular dilatation, tubular atrophy, vacuolization, degeneration and sloughing of tubular epithelial cells, or thickening of tubular basement membrane. The scoring system used was as follows: 0 = no tubular injury; 1 ≤ 10% of tubules injured; 2 = 10–25% of tubules injured; 3 = 26–50% of tubules injured; 4 = 51–75% of tubules injured; and 5 ≥ 75% of tubules injured^68^.

### Cardiomyocyte hypertrophy

Heart tissues were fixed in 4% formaldehyde embedded in paraffin. Several sections at 5 µm interval were obtained for histology. Heart slides stained with H&E were used to measure cardiomyocyte cross sectional area (CSA) in the LV zone. Briefly, transverse sections of the heart were measured randomly in 6–7 hpf. We measured the area of approximately 200 cardiomyocytes per heart section.

### Masson’s trichrome staining

Paraffin-embedded sections of the abdominal aorta, heart and kidney were deparaffinized, rehydrated and stained with Masson’s Trichrome as per manufacturer’s instructions (Cat# HT15-1KT, Sigma-Aldrich). Fibrosis was qualitatively determined in a blinded fashion using a light microscope at 40X magnification. Densitometric quantitative analysis using Image J software was obtained in the distal abdominal aorta, left ventricle, and kidney^69^. In the kidney, glomerular and tubular sclerosis scores were calculated separately.

### Urine biomarker analysis

Urine was collected by suprapubic aspiration at the time of sacrifice. Urine samples were frozen at − 80° C and stored until processing. Urine was outsourced to Eve Technologies (Calgary, AB, Canada) for the Rat Kidney Toxicity Panel 2 3-Plex Assay, a multiplex immunoassay, which included the following candidate biomarkers: albumin, cystatin-C, and NGAL. Absolute levels were converted to nanograms (ng)/ml for cystatin C and NGAL and to micrograms (µg)/ml for albumin.

### RNA isolation and sequencing

Total RNA was extracted from frozen aortic arch and thoracic aorta and kidney tissues using the RNeasy Universal Mini Kit (Cat#217004; Qiagen Inc, Valencia, CA) according to the manufacturer’s instructions. RNA quality and integrity were verified using the Agilent 2100 Bioanalyzer (Agilent, Agilent Technologies, Santa Clara, CA). All samples had RNA integrity number > 7. RNA sequencing was performed by BGI Genomics with a read depth of 30 million reads per sample for 150 bp paired-end reads. The raw sequence reads in FASTQ format were aligned to the rat (Rattus norvegicus) genome build rn6.0 using kallisto^70^ followed by gene summarization with tximport^71^. After checking data quality, differential expression analyses were performed using DESeq2^72^. Genes were considered differentially expressed based on their *p*-value (< 0.05) and FDR (Benjamin-Hochberg, < 0.1). Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology terms and Pathways was performed on ToppCluster^73^. RNA-sequencing was performed on samples from 4 animals per group for each organ. One hyperoxia exposed kidney was removed from the analysis as it was identified as an outlier on Principal component analysis (PCA) analysis.

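Over all 8 kidneys, the mean distance of hyperoxia replicate 2, the kidney inferred to have been removed, to the other hyperoxia kidneys was 83.6 in log2 CPM, and its mean distance to the RA kidneys was 64.7. The other hyperoxia kidneys lay at 79.0, 85.3 and 91.7 from their own group and at 73.9, 82.9 and 78.3 from the RA kidneys. Averaged over all other kidneys, hyperoxia replicate 4 lay farthest, at 84.03, and hyperoxia replicate 3 at 83.95. RA kidneys lay at 59.3 to 65.3 from their own group. On the first component of all 8 kidneys, hyperoxia replicates 1 to 4 scored 29.5, −5.22, 52.5 and −37.8, and on the second they scored −24.1, 30.3, −3.34 and −44.9.

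**Figure D2:**
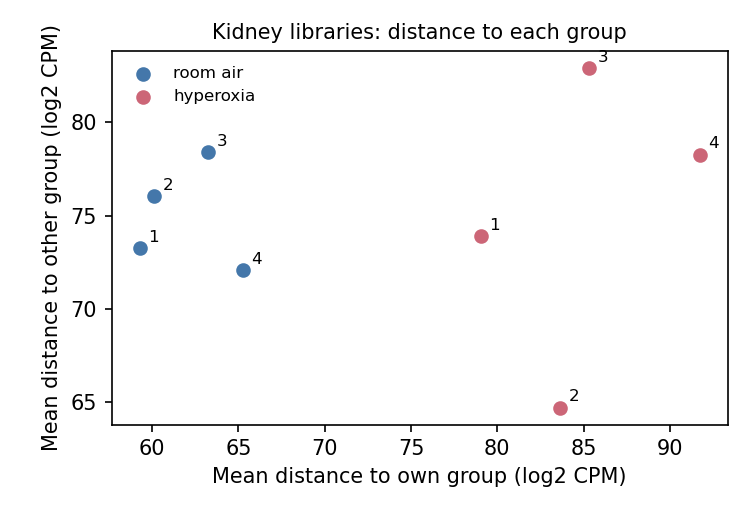
Mean distance of each of the 8 kidney libraries to the other libraries of its own group (horizontal axis) and to the libraries of the other group (vertical axis), both in log2 CPM, with room air in blue, hyperoxia in red and the replicate number beside each point. Hyperoxia replicate 2 lies lowest on the vertical axis, at 64.7, and the RA kidneys lie at 59.3 to 65.3 on the horizontal axis.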

### Real-time qRT-PCR

Total RNAs isolated as above were reverse transcribed (Superscript VIVILO Master Mix; Cat# 11766050, ThermoFisher, Cambridge, MA). Real-time qRT-PCR using gene-specific primers and TaqMan Fast Advanced Master Mix (Cat #4444554, Applied Biosystems, Foster360 City, CA) was performed on an ABI Fast 7500 system (Applied Biosystems) as previously described^74^. Table 1 lists the rat primers used. The expression levels of target genes were normalized to GAPDH (Cat#Rn99999916_s1, ThermoFisher).

**Table 1:** Primer sequences for PCR amplification.

Name	Sequence (5'—> 3')	Length
Arntl	F: CTATCTTCCTCGGACACCGC	20
	R: GAACCATGTGTGAGTGCAGC	20
CD248	F: AGCCGGTCCAGCTATCTACA	20
	R: ATCTGCTGCTAGACGGAAGC	20
COL3A1	F: AGGGAACAA CTG ATG GTG CTA CTG	20
	R: GGACTGCTGTGCCAA AATAAGAGA	20
Yme1l1	F: AGGCGTTGCTGACCTATGAG	20
	R: CAGAAGTGGGGGTTGGAAGT	20
MMP7	F: AAGTTCTTCGGTTTGCCGGA	20
	R: TTGTCTCCGTGATCTCCCCT	20
PAX2	F: GATCCGGGACAGGCTGCTA	19
	R: GAGTGGTGCTCGCCATATCA	20
Cyp8b1	F: CTGTGGGGTTCAGTGCTAGG	20
	R: TTCATGGCGTCCTGATGCTT	20
WNT9B	F: AGAATGACTGCTGGTGAGCC	20
	R: GTCAGCCTCAGCCTCAACTT	20
BNP	F: AGCTCTCAAAGGACCAAGGC	20
	R: TCCGGTCTATCTTCTGCCCA	20
ANF	F: GGCACTTAGCTCCCTCTCTG	20
	R: AATGCGACCAAGCTGTGTGA	20

### Multiplex protein quantification

Flash frozen left ventricle and kidney tissues were homogenized in RIPA buffer (Cat# sc-24948, Santa Cruz Biotechnology, Santa Cruz, CA) and centrifuged at 15,000 rpm for 15 min at 4 °C. The protein concentration of the supernatant was measured by BCA protein assay (Cat# PI2322 ThermoFisher Scientific, Waltham, MA). All the samples were then diluted for target protein concentration of 100 mg/ml. These protein samples (100 ml) were outsourced to Eve Technologies (Calgary, AB, Canada) for measuring TGF-β1-3 protein concentrations using the Rat TGF-β 3-Plex Discovery Assay, a multiplex immunoassay^75^. TGF-β concentration was expressed as pg/mg of total protein.

### Statistics

Normality was assessed with the Shapiro–Wilk test. Based on the distribution of the data, an unpaired, 2-tailed Student’s t-test was used to determine significance. For pressure myography, one-way ANOVA with Bonferroni’s correction for multiple comparisons was used to evaluate differences among groups. Data are expressed as mean ± SD. A *p* < 0.05 was considered significant. All analyses were performed using commercially available statistical software packages and graphs generated in GraphPad Prism version 9.4.0 for Windows, (GraphPad Software, San Diego, CA).

## Data Availability

Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus, GEO accession GSE234635.

How the deposited data were processed for this re-analysis (not part of the article)

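Gene expression was measured by RNA-seq in the aorta and kidney of rats aged 1 year, with 4 RA and 4 hyperoxia-exposed animals for each tissue and 16 libraries in all. The authors assigned reads to transcripts of rat genome build rn6.0 with kallisto, summed them with tximport, and deposited estimated counts (expected counts) by gene identifier, without normalization or filtering. The paper's text does not name the annotation release, the versions of these tools or the tximport setting. Between 24.3% and 28.8% of the values in a library were not whole, and all were rounded.

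Rounded counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, edgeR's filter on expression by group, estimated dispersions and the quasi-likelihood test), comparing hyperoxia with RA within each tissue. Calls used an FDR under 0.1 and a fold change over 1.25. Standard errors of log2 fold changes were derived from the F statistics. Separation of the groups was tested by a permutational analysis of variance on log2 CPM with a prior count of 2, exact over the splits of the libraries. The difference of the exposure effect between the tissues was tested as an interaction over all 16 libraries. Alternatives were DESeq2 1.42.0, voom with sample quality weights in limma 3.58.1, RLE, upper quartile and no normalization beyond library totals, no filter on low counts, at least 10 counts in every library, other thresholds, and leaving out each library in turn. These, the groups and the tests were fixed before the data were examined. Fits on genes with at least 10 counts summed over the libraries, DESeq2 fits without hyperoxia kidney replicate 2, fits on libraries thinned to the smallest total and fits counting identical identifiers once were added after seeing the data.

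The tests were tried on simulated counts drawn for the genes and depths of the aorta libraries, with each gene given the spread typical of its expression level. The rates below hold for that setting and may differ in the real libraries. Of 194 changed genes among 14941, edgeR recovered 141 with 13 false calls, DESeq2 146 with 59, and voom 133 with 12. The interaction test recovered 87 of 200 among 15072 genes, with 8 false calls. The depth per library is between 25031895 and 83929106 counts, and the precision of each value is set by the 3 or 4 animals per group and by counting error.

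Gene names were not used. The files list genes by Ensembl identifier and do not pair identifiers with names, and 0 of the 23918 identifiers occur in the table of rat gene names used here (assembly GRCr8). The tests of gene sets planned for the enrichment terms of the paper are void and were not run, because 0 of the 800 listed members of gene sets and marker lists could be given a value. For the same reason the enrichment terms, the genes the paper names and the sex of the animals were not analysed here. The paper's animals were of both sexes, with a smaller share of females under hyperoxia, so the sequenced groups may differ in sex. Genes to be given were set before the data were examined as those the paper names, members of the gene sets, sex-linked genes, and in each tissue the 5 induced and 5 suppressed genes with the smallest FDR among those called. With no names, the induced and the suppressed gene with the smallest p-value in each tissue are given by identifier. The kidney genes were not called by edgeR, fall outside that rule and were chosen after their values were seen. The other induced gene called in the aorta is not given. GC content and gene length were not analysed here.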

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

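All tests in these paragraphs were chosen after the results were seen. A library far from the others was looked for in 32 groups of 4 libraries, covering library totals, the share of the 10 most abundant genes, genes with counts, distances between libraries and the 4 genes given by identifier. In 2 of them one library stood apart, where chance gives about 1.6.

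For ENSRNOG00000014448 in the RA aorta, replicate 1 stood at 5.12 CPM, with the other RA aortas between 2.67 and 3.05 CPM. For ENSRNOG00000021027 in the hyperoxia kidney, replicate 4 stood at 122.6 CPM, with the others between 86.7 and 88.9 CPM. Neither library stood apart in its total, in the share of its 10 most abundant genes, in its number of genes with counts or in its mean distance to its group. No biological explanation was tested, since the design does not tell the animals of a group apart.

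Hyperoxia kidney replicate 2, inferred to be the kidney that the paper removed, held a signal in data the paper did not analyse. ENSRNOG00000032720 stood at 16.9 CPM in it, above the RA kidneys, which ranged from 0.114 to 0.806 CPM. The gene was chosen from a comparison that includes this library, so its value does not test the label of the library. ENSRNOG00000014448, chosen in the aorta, stood at 17.0 CPM in this library. The other hyperoxia kidneys stood at 15.2 to 16.4 CPM and the RA kidneys at 2.58 to 7.25 CPM, so this gene goes against a swapped label. Over all genes, the library lay closer to the RA kidneys (64.7) than to its own group (83.6), as the other hyperoxia kidneys also did. On the second component it scored 30.3, on the side of the RA kidneys (1.65 to 17.3), with the other hyperoxia kidneys between −44.9 and −3.34. The label is therefore not settled by 1 gene. Reads shared with a similar gene were not tested.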

How the results depend on the processing

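The number of genes called depended on the test. In the aorta, 3 genes passed the thresholds with edgeR (2 induced, 1 suppressed), 170 with DESeq2 (85 and 85), 20 with voom and quality weights (8 and 12), and 8 with no filter on low counts (4 and 4). Scaling by library totals only, or an FDR under 0.05, left 0 suppressed genes. Across the 8 fits that each left out one library, from 2 to 15 genes passed, from 2 to 11 induced and from 0 to 4 suppressed, with 804 to 2321 genes at an unadjusted p-value under 0.05. Among alternatives chosen after seeing the data, DESeq2 gave 157 (85 and 72) on genes with at least 10 counts in total and 146 (76 and 70) on thinned libraries, and edgeR on thinned libraries left 0 suppressed genes, with 1346 at an unadjusted p-value under 0.05. The other alternatives kept the 3 counts within 1.5 times.

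In the kidney, 0 genes passed with edgeR, with 747 at an unadjusted p-value under 0.05, and 0 passed in the 8 fits that each left out one library, with 448 to 1474 at an unadjusted p-value under 0.05. DESeq2 gave 23 (13 and 10). Among alternatives chosen after seeing the data, DESeq2 gave 27 (15 and 12) on genes with at least 10 counts in total, 390 (147 and 243) without hyperoxia replicate 2, 395 (151 and 244) with both changes, and 421 (160 and 261) with both and no limit on the fold change. The remaining alternatives gave 0.

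For the interaction of tissue and exposure, 0 genes had an FDR under 0.1 with edgeR, with 1277 at an unadjusted p-value under 0.05. DESeq2 gave 87, and the 16 fits that each left out one library gave from 0 to 2. The exact p-value of library separation stayed over 0.05 under all 14 alternatives in each tissue. Component 3 of the aorta separated the groups with a prior count of 0.5 and with RLE normalization, and not under the other 4 alternatives that kept all 8 libraries. Among the fits that each left out one library, component 3 separated them without hyperoxia replicate 4, component 2 without RA replicate 1 or 2, and none of the first 4 in the others. In the kidney, a component among the first 4 separated them without hyperoxia replicate 1 or 2. The cause was not tested for any of these changes.

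Each of the 4 genes given by identifier kept its direction under every alternative set before the data were examined in which it was tested. ENSRNOG00000014448 stayed under an FDR of 0.1 in all 15. ENSRNOG00000060511 rose above it in 6 of 15, and the kidney genes passed it with DESeq2 only. ENSRNOG00000032720 has no value with at least 10 counts in every library. The alternatives for the gene sets were not run, because the identifiers could not be given names. No paired analysis was possible because the RA and hyperoxia libraries share no library numbers within a tissue. Between the tissues, 3 hyperoxia aortas carry the same library numbers as 3 hyperoxia kidneys and may come from the same animals, which the interaction test (87 genes with DESeq2) does not take into account. The aorta groups do not overlap in depth, which limits any comparison of them at equal depth to thinned counts.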

Differences from the paper's values

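In the aorta, 3 genes passed the thresholds, 2 induced and 1 suppressed, against the paper's 141, 66 and 75. Of the alternatives set before the data were examined, DESeq2 gave values within 1.5 times the paper's, with 170, 85 and 85, and the others did not. DESeq2 on genes with at least 10 counts in total, with 157, 85 and 72, and DESeq2 on libraries thinned to the smallest total, with 146, 76 and 70, also came within 1.5 times and were chosen after seeing the values.

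In the kidney, 0 genes passed over all 8 libraries, with 0 induced and 0 suppressed and 747 at an unadjusted p-value under 0.05, against the paper's 426, 161 and 265. None of the alternatives set before the data were examined closed the gap. DESeq2 without hyperoxia replicate 2, chosen after seeing the values, gave 390 genes (147 and 243). DESeq2 on genes with at least 10 counts in total without that library, also chosen after seeing the values, gave 395 (151 and 244), and 421 (160 and 261) with no limit on the fold change.

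The median hyperoxia aorta library held 79.06 counts in units of 1000000, against 30 reads per sample in units of 1000000 in the paper. Estimated counts and sequenced reads are unlike measures, so these values are not directly comparable. The median RA aorta library, at 38.12, was also above 30. The medians of the RA and hyperoxia kidneys, at 25.72 and 26.08, were below it. No alternative applies to this value.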

Other observations

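The tests below on DESeq2 calls, thinning, identical identifiers, covariation and both tissues were chosen only after the results were seen. They were first planned on the edgeR calls and moved to the DESeq2 calls after edgeR gave 3 and 0 genes, when 2 genes had been counted with edgeR on thinned libraries.

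The true grouping is counted among the splits below. In the aorta, 2 of the 35 splits gave as many genes with edgeR as the true grouping, which are the true one and 1 other, with 293 genes. With DESeq2, 5 of the 35 splits gave as many as the 170 genes of the true grouping, and the largest gave 999. In the kidney, 11 of 35 splits gave as many as the 23 called by DESeq2. Over the 7 kidneys without hyperoxia replicate 2, 4 of 35 splits gave as many as the 390 genes called by DESeq2, the largest giving 1806. A count of 0 is reached by every split, so the 35 of 35 splits of the kidneys with edgeR, where 747 genes had an unadjusted p-value under 0.05, and the 100 of 100 splits drawn for the interaction, with 1277, tell nothing.

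The number of genes called in the kidney depended on which hyperoxia kidney was left out. On genes with at least 10 counts in total, DESeq2 called 14 genes without replicate 1, 395 without replicate 2, 22 without replicate 3 and 135 without replicate 4. Leaving out 1 library of a group of 4 was tested in 25 splits of the 8 kidneys, the true one included, by taking the largest DESeq2 count among the fits that left out each library of a group. In 2 of the 25 it was at least 390, and the median of the others was 66. The 390 genes may therefore reflect the choice of the library left out as well as the exposure.

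In the aorta, the difference in library size between groups was tested by thinning every library to the smallest total. Of the 170 genes called by DESeq2, 141 (82.94%) were still called, so unequal depth does not fully account for them. A sequencing batch that coincides with the groups is named neither in the labels nor in the paper's text. The totals separate the groups completely (two-sided exact permutation test, p = 0.02857), but that difference is what raised the question, so it cannot tell whether there was a batch or whether it contributed to the genes called. In the kidney, where the groups did not differ in depth, ENSRNOG00000014448 also rose, with an FDR of 0.950 from edgeR. Some hyperoxia aortas and kidneys carry the same library numbers and may come from the same animals. The kidney is therefore not an independent check on the aorta, and 1 gene does not speak for the genes called. Identical counts under several IDs left the edgeR count at 3 with each set of identical identifiers counted once.

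The genes called by DESeq2 over the 7 kidneys were compared among the 4 RA kidneys. The mean correlation was 0.333 over the 243 suppressed genes, at percentile 100 of 10000 random lists matched on mean expression. Over the 147 induced genes it was 0.0913, which is weak although also at percentile 100. Any list of genes regulated together can exceed lists matched on mean expression alone, and correlation among RA kidneys does not show a difference between the groups. The test therefore cannot tell whether a factor shared among room air kidneys, such as the piece of tissue sequenced, contributed to the genes called. Marker genes could not be given names and were not tested.

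A change shared by both tissues was not detected over the list of genes called in the aorta when all 8 kidneys were used. The test was not run over the 7 kidneys without hyperoxia replicate 2. Of the 170 genes called by DESeq2 in the aorta, 160 were tested in the kidney, and 93 of them changed in the same direction there. Their mean log2 difference in the kidney, signed by the direction in the aorta, was 0.06, and 10 of the 70 labelled splits of the kidneys gave a mean as large (one-sided exact permutation test, p = 0.143). ENSRNOG00000014448, the induced gene given for the aorta, was at 5.16 ± 2.39 CPM in RA kidneys and 16.0 ± 0.83 CPM in hyperoxia kidneys (SD, n = 4 each), with no overlap (two-sided exact permutation test, p = 0.0286). Its FDR in the kidney was 0.950 from edgeR, and the test of its interaction with tissue gave an FDR of 0.489. ENSRNOG00000021027, the suppressed gene given for the kidney, also fell in the aorta, from 248 ± 86.8 CPM in RA to 34.5 ± 17.9 CPM in hyperoxia (SD, n = 4 each), with no overlap (two-sided exact permutation test, p = 0.0286). Its log2 fold change there was −2.85, its FDR was 0.131 from edgeR, and its interaction with tissue had an FDR of 0.456. Its FDR in the kidney was 0.950 from edgeR as well. No gene had an FDR under 0.1 with edgeR in the kidney, so that threshold cannot tell whether either gene changed in both tissues. Some hyperoxia aortas and kidneys may come from the same animals, so the tissues may not be independent. With DESeq2 over all 8 kidneys, the FDR of ENSRNOG00000021027, which was chosen in the kidney, was 0.000546 there. ENSRNOG00000032720 had a log2 fold change of −0.50 in the aorta (FDR 0.813 from edgeR). ENSRNOG00000060511 had 2 to 13 counts per kidney and did not pass the filter on expression there, so it has no edgeR fold change within the kidney. It was at 0.267 ± 0.107 CPM in RA kidneys and 0.232 ± 0.205 CPM in hyperoxia kidneys (SD, n = 4 each). The groups overlapped (two-sided exact permutation test, p = 0.8). The power to detect a change at such counts was not tested, so a change in the kidney is not excluded.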
